A study of Mus musculus with 1003 samples.

How the data were processed

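Single cells sorted from the whole gut of mouse embryos for cyan fluorescent protein (CFP) were profiled with a modified Smart-seq2 protocol, which copies full-length polyadenylated RNA without molecular identifiers. Per the labels' protocols, preamplification ran for 20 PCR cycles in E12.5 cells and 22 cycles in E14.5 cells, and the libraries were sequenced as read pairs of 50 bases. The labels give each of the 1003 cells an age, a genotype, a sex, a library batch, a predicted class (progenitor/glia or neuron) and 1 of 9 clusters, and these assignments of the authors were used as they stand.

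The authors deposited a matrix of 32350 genes by 1003 cells, a gene table and a cell table. The matrix values are estimated transcripts per cell, not read counts and not molecule counts. Only 0.2% of the values lie within 0.001 of a whole number, and each cell's values sum to the transcript total in the cell table in all 1003 cells, within 0.5 transcripts. How that total was set is stated neither in the labels nor in the files. Across cells it followed the number of detected genes (Pearson r 0.9989, 3.74 ± 0.078 transcripts per detected gene, SD) and not the number of sequenced reads (r -0.195). Cells are not independent replicates, so no test was attached to those correlations. A cell in which more genes were detected therefore has higher values for its genes in general. The aligner, the quantification tool and the genome build are stated neither in the labels nor in the files. The cell table also holds, as deposited by the authors, sequenced reads per cell as a whole-number count and the aligned share of reads as a percent. Whether a read is a mate or a pair is not stated there. Cells had a median of 960957 reads, 4474 detected genes (1002 to 8851) and 16668 transcripts (3704 to 33488). The 15 cells with fewer than 100000 reads were kept. Precision is set by the number of embryos and cells, and every interval given for a share covers counting error only.

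Gene identifiers were matched to GENCODE vM21, which annotates mouse build GRCm38. Of the 32350 genes, 32078 were found, and 99.95% of those had a deposited interval that overlaps the vM21 gene, with the same start and end in 50.4%. Coordinates are the 1-based gene intervals of GENCODE vM21, on GRCm38. By the deposited intervals, 13281 genes share an interval with another gene. Whether reads were assigned by strand is not stated, so genes that overlap another gene are named with that gene. Protein-coding genes held 85.11% of all transcripts, small RNA genes 0.5%, and the 10 highest genes 16.3%. The CFP reporter has a row of its own, with 0.0987% of all transcripts. Gene symbols shared by more than 1 gene (109) were kept apart by identifier.

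The replicate was the embryo. The labels give 2 embryos per condition, except for a larger number of female and a smaller number of male RetCFP/CFP embryos at E14.5, and do not say which cell came from which. The cell table names 16 source plates, each with cells of 1 condition only, and the plates of a condition were sorted on different days. Each plate was therefore taken as 1 embryo, which is a deduction and not a statement of the labels. The values of the cells of a plate and class were averaged into a pool, and pools under 10 cells were left out. This kept 13 pools of all cells: 4 of E12.5 RetCFP/+, 4 of E12.5 RetCFP/CFP, 4 of E14.5 RetCFP/+ and 1 of E14.5 RetCFP/CFP. That last pool, of 29 cells, may hold more than 1 embryo, because the labels give more female RetCFP/CFP embryos at E14.5 than there are plates. The left-out E14.5 RetCFP/CFP pools held 6 and 2 female cells and 4 male cells. Neurons gave 11 pools, of which 2 were E12.5 RetCFP/CFP (31 and 17 cells, both female). The cell table marks 11 wells as holding 2 cells. They were kept and no doublet caller was run.

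Because the values are not counts, no count model was used. Pool means were compared on the scale log2(mean + 1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend), over all pools of a cell class at once. The model held a mean for each age and genotype and a term for sex. Genes entered when the pool mean was at least 1 in at least 2 pools. P-values were adjusted by the Benjamini-Hochberg method and called under 0.05. A log2 change on this scale understates the change of genes with low values, and the lone E14.5 RetCFP/CFP pool is assumed to vary like the others. The design, the gene lists, the rule for naming genes and all other ways of processing, apart from those said to be chosen later, were fixed before the data were examined. By that rule, the 5 higher and 5 lower called genes with the largest log2 change and the same sign in each sex are named for each comparison, besides Ret, Xist and 4 Y-linked genes. In E12.5 neurons and at E14.5 all RetCFP/CFP pools were female, so the sign was read in females alone. For the sex comparison it was read in each age and genotype group with pools of both sexes. Members of the gene lists are named where they are called or among the 2 with the highest mean. Results of some genes that this rule selects are not reported here. Under each alternative, a count of called genes is also given as a multiple of the reported count, a form chosen after the counts were seen. Gene lists were tested with camera (preset inter-gene correlation) and fry, adjusted over the lists of a comparison. The lists were S phase (42 genes), G2/M (52), neuronal (15), progenitor/glial (12), enteric neuron subtype A (7), enteric neuron subtype B (8) and Hirschsprung-associated (17, with Ret left out of the test). Marker lists for gut mesenchyme, sympathetic or chromaffin cells and groups of Hox genes were written later, before the tests that use them.

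Shares of cells were compared as means over embryos with exact two-sided permutation tests. With 4 embryos against 4 there are 70 assignments and the smallest possible p is 0.0286. Single shares carry exact Clopper-Pearson 95% intervals. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3 were used for the tables and matplotlib 3.10.9 for the figures.

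At E12.5 the labels name library batches HD01 and HD02, and each condition has 1 embryo in each, so the batch pairs RetCFP/+ with RetCFP/CFP embryos. Embryos of 1 batch deviated together from the means of their conditions: over the 6 pairs of the 4 conditions, the correlation across 4586 genes ran from 0.226 to 0.539 with a median of 0.458 (genes are not independent replicates). HD02 values were higher by a median log2 of 0.45. Fits with the batch as a replicate block are given beside a result where they change its call or move a count by more than 1.5 times. All E14.5 cells are of batch HD03, so age cannot be told apart from the batch or the PCR cycle number. HD03 was made as 3 library pools, each with cells of the same embryos, and these were used only to see how the results depend on the replicate unit.

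The fits were tested on simulated data drawn from the pool means with 200 genes changed by a log2 of 2. Only genes with a mean log2 value above 2 were changed. Each gene varied independently around its mean over all pools, with no batch effect. Recovery of genes with lower values, and false calls under a batch effect like that at E12.5, were therefore not tested. Of those, 200 were recovered in the E12.5 comparison of all cells, 200 in progenitor/glia cells, 195 in neurons, 184 in the E14.5 comparison, 200 in both age comparisons and 200 in the sex comparison. False calls numbered 15, 9, 13, 8, 12, 10 and 9 in the E12.5 comparisons of all cells, progenitor/glia cells and neurons, the E14.5 comparison, the age comparisons of progenitor/glia cells and neurons, and the sex comparison. With nothing changed there was 1 call, in the age comparison of progenitor/glia cells, and 0 in the other 6 comparisons. The alternatives covered the replicate unit, the batch block, the sex term, the pools in the fit, the omission of each embryo, the pseudocount, the scaling of cells and pools, the filter on low genes, averaging of logs, thinning of cells, the threshold and the cells used. The closing section gives their effect.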

Results

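The data comprise 1003 CFP-positive cells from the gut of mouse embryos at the embryonic stages E12.5 and E14.5. In these mice a CFP cassette sits in exon 1 of Ret, which encodes a receptor of enteric neural crest cells, so that RetCFP/+ cells keep 1 intact copy of the gene and RetCFP/CFP cells none. The 8 conditions cross age, genotype and sex. The E12.5 RetCFP/+ pools held 89 and 94 female and 82 and 82 male cells, and the E12.5 RetCFP/CFP pools 84 and 89 female and 90 and 35 male cells. The E14.5 RetCFP/+ pools held 84 and 77 female and 86 and 70 male cells, and the E14.5 RetCFP/CFP pool 29 female cells. Total reads per pool ran from 30742806 in E12.5 RetCFP/CFP male replicate 2 to 140685591 in E14.5 RetCFP/+ male replicate 1, with medians of 765535 to 1722353.5 reads per cell. The median number of detected genes per cell was 4205 to 4865.5 in the 4 E12.5 pools of batch HD01, 6195.5 to 6760 in the 4 of HD02 and 2708 to 3443 in the 5 E14.5 pools. Levels below are mean estimated transcripts per cell, averaged over embryos, ± SD.

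The targeted gene was examined first. Ret (ENSMUSG00000030110.13, GRCm38 chromosome 6, 118151745 to 118197718, minus strand) stood at 3.81 ± 0.407 transcripts per cell in E12.5 RetCFP/+ embryos and 0.171 ± 0.0411 in E12.5 RetCFP/CFP embryos (SD, n = 4 each). The lowest RetCFP/+ embryo had 3.34 and the highest RetCFP/CFP embryo 0.203. More than 1 Ret transcript was found in 262 of 347 RetCFP/+ cells and in 8 of 298 RetCFP/CFP cells. The log2 change was -2.03 (SE 0.16, limma adjusted p 2.27e-09), and it stayed called in every alternative run. At E14.5 the levels were 1.22 ± 0.085 in RetCFP/+ (n = 4) and 0.0414 in the RetCFP/CFP pool, a log2 change of -1.09 whose adjusted p of 0.106 was above the threshold. The CFP reporter was read in both genotypes: 23.1 ± 3.53 in RetCFP/+ and 18.3 ± 1.4 in RetCFP/CFP at E12.5 (n = 4 each), and 10.4 ± 1.03 (n = 4) against 4.64 at E14.5. At E12.5 its log2 change was -0.31 (95% interval -0.88 to 0.26, limma adjusted p 1). The embryos are paired by batch, and tests chosen after this result was seen take that into account. With the batch as a replicate block the interval was -0.64 to 0.02 on the residual degrees of freedom and -0.57 to -0.05 on the moderated ones (unadjusted limma p 0.0258, adjusted 0.416). CFP was lower in RetCFP/CFP in all 4 pairs of embryos of the same sex and batch (exact permutation p 0.0286 over all embryos, and 0.0556, the smallest possible, within batches). A small fall of CFP over all E12.5 cells is therefore not excluded, although it did not pass the threshold over all genes. In E12.5 neurons the fall was larger, from 25.9 ± 3.97 in RetCFP/+ (n = 4) to 12.3 ± 6.17 in RetCFP/CFP (n = 2). The log2 change there was -0.98 (unadjusted limma p 0.0107, adjusted 0.515). For the lone E14.5 RetCFP/CFP pool it was -1.02 over all cells.

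**Figure D1:**
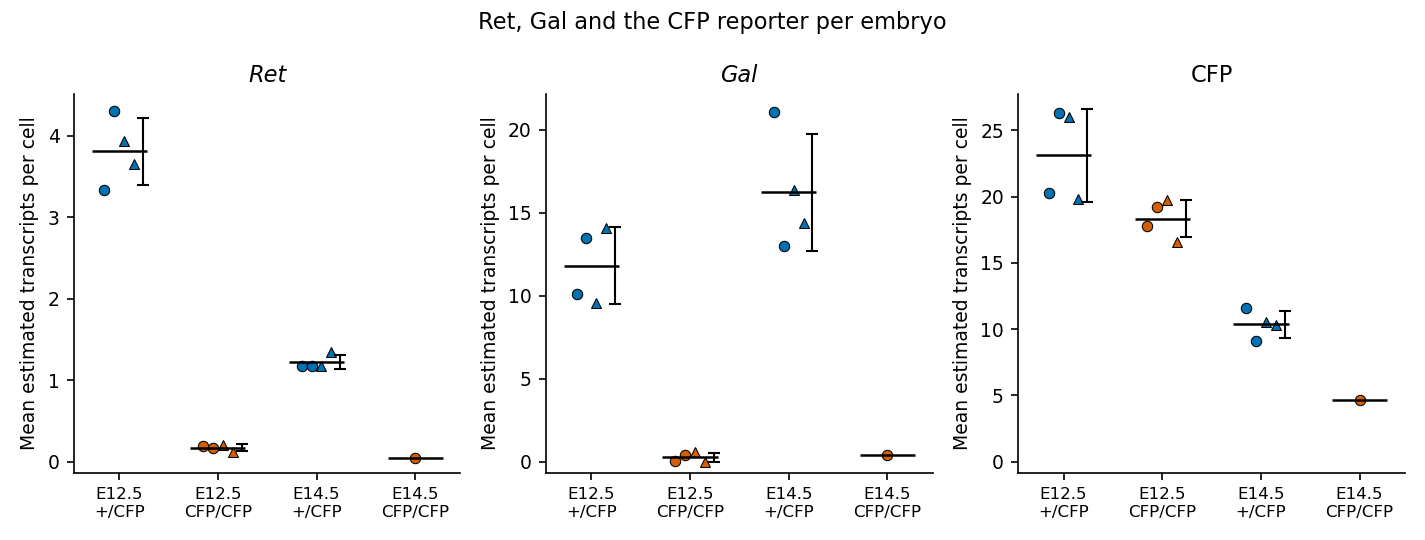
Mean estimated transcripts per cell of Ret, Gal and the CFP reporter (vertical axes) in each embryo by age and genotype (horizontal axis); circles are female and triangles male embryos, horizontal lines group means and error bars SD. All 4 E12.5 RetCFP/CFP embryos lie at or below 0.203 for Ret and 0.615 for Gal, and for CFP the highest of them (19.7) lies just under the lowest E12.5 RetCFP/+ embryo (19.8).

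The series concerns what loss of Ret does to enteric progenitors and their descendants, and the comparison of genotypes at E12.5 addresses this with 4 embryos per genotype. Over all cells, 27 of 4586 genes were called, 12 higher and 15 lower in RetCFP/CFP. As a multiple, requiring a pool mean of at least 10 moved this count most, to 2 of 395 genes. With the library batch as a replicate block the count was 59, of which 24 were among the 27. Scaling each cell to the same total gave 14 higher and 28 lower genes. Without E12.5 RetCFP/CFP female replicate 1, which holds 28 of the 30 cells of cluster 9, 46 genes were called. When the 8 embryos were instead split by library batch, 3869 genes were called.

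Among the higher genes, Myl9 (ENSMUSG00000067818.6, chromosome 2, 156775420 to 156781658) rose from 0.507 ± 0.224 to 4.31 ± 2.45 (n = 4 each), a log2 change of 1.71 (SE 0.228, adjusted p 8.05e-05). Isl1 (ENSMUSG00000042258.13, chromosome 13, 116298281 to 116309689) rose from 0.141 ± 0.138 to 2.57 ± 1.72, a log2 change of 1.5 (adjusted p 0.00078, and 0.0506 with the batch as a replicate block). Ddc (ENSMUSG00000020182.16, chromosome 11, 11814101 to 11898144, overlapping the antisense gene 1700042O10Rik) rose by 1.41, from 0.667 ± 0.114 to 3.64 ± 1.59 (adjusted p 0.000176). Anxa2 (ENSMUSG00000032231.14, chromosome 9, 69453620 to 69491795, overlapping Mir3109 and Gm16144) went from 0.128 ± 0.102 to 1.98 ± 1.2, a log2 change of 1.32 (adjusted p 0.000694). Tagln2 (ENSMUSG00000026547.15, chromosome 1, 172500047 to 172507380) went from 2.25 ± 1.02 to 6.65 ± 3.33, a log2 change of 1.21 (adjusted p 0.0223), and lost its call in 6 of 22 alternatives.

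The lower genes were led by Gal (ENSMUSG00000024907.6, chromosome 19, 3409915 to 3414544), which fell from 11.8 ± 2.33 to 0.265 ± 0.289 (n = 4 each), a log2 change of -3.35 (SE 0.243, adjusted p 7.14e-10). Ret followed. Dhrs3 (ENSMUSG00000066026.14, chromosome 4, 144892827 to 144928209) fell from 2.4 ± 1.96 to 0.0941 ± 0.0423, a log2 change of -1.43 (adjusted p 0.00625). Csn3 (ENSMUSG00000001622.15, chromosome 5, 87925579 to 87932665, overlapping the antisense gene 1700066N21Rik) fell from 1.62 ± 0.826 to 0.0168 ± 0.0337, a log2 change of -1.30 (adjusted p 0.000694). Gsta4 (ENSMUSG00000032348.5, chromosome 9, 78182774 to 78209349) fell from 4.04 ± 1.18 to 1.02 ± 0.164, a log2 change of -1.29 (adjusted p 0.00133).

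To lessen the effect of cell composition, the comparison was restricted to cells predicted as progenitor/glia, with 286 RetCFP/+ and 234 RetCFP/CFP cells. Of 4515 genes, 36 were called, 19 higher and 17 lower, and 24 of them were also called over all cells. The batch block gave 77, of which 34 were among the 36. Scaling each cell to the same total gave 16 higher and 27 lower genes. Without E12.5 RetCFP/CFP female replicate 2 the count was 22. Myl9 (log2 change 1.88, adjusted p 9.04e-06), Anxa2 (1.52, adjusted p 5.73e-05) and Tagln2 (1.30, adjusted p 0.0181) were again the highest. Cnn2 (ENSMUSG00000004665.10, chromosome 10, 79988584 to 79996062) rose from 0.735 ± 0.343 to 3.28 ± 1.6, a log2 change of 1.26 (adjusted p 0.000409). Postn (ENSMUSG00000027750.16, chromosome 3, 54361109 to 54391037) rose from 2.22 ± 1.17 to 6.7 ± 4.02, a log2 change of 1.21 (adjusted p 0.0346), and lost its call in 7 of 23 alternatives. Myl9, Cnn2 and Postn are also among the 10 leading genes of cluster 1. Gal (-2.95, adjusted p 4.73e-09), Ret (-1.94, adjusted p 4.73e-09), Dhrs3 (-1.55, adjusted p 0.00319) and Csn3 (-1.30, adjusted p 0.00031) were again among the lowest. Nedd9 (ENSMUSG00000021365.14, chromosome 13, 41309581 to 41487362, overlapping Gm26877, Gm48571, Gm48570, Gm48569 and Gm32401) fell from 2.27 ± 1.28 to 0.232 ± 0.104, a log2 change of -1.32 (adjusted p 0.000801).

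In neurons the E12.5 comparison rested on 4 RetCFP/+ embryos (61 cells) and 2 RetCFP/CFP embryos (48 cells, both embryos female). Of the 64 E12.5 RetCFP/CFP neurons, 19 were in cluster 9. E12.5 RetCFP/CFP female replicate 1, with 31 neurons, held 28 of the 30 cells of that cluster. Most neurons of that pool were therefore of cluster 9. Of 4771 genes, 31 were called, 25 higher and 6 lower. Only 4 genes, Ddc, Gal, Isl1 and Ret, were called in progenitor/glia cells as well. The split of directions depended on scaling: quantile normalization gave 11 higher and 9 lower genes, and scaling each cell to the same total gave 6 higher and 8 lower. The batch block gave 49 genes, of which 30 were among the 31. Without E12.5 RetCFP/+ female replicate 2 the count was 13, and without E12.5 RetCFP/CFP female replicate 1 it was 14. Leaving out cells of cluster 9, an alternative chosen after seeing the data, gave 19.

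Isl1 rose in neurons from 0.626 ± 0.67 (n = 4) to 6.84 ± 0.031 (n = 2), a log2 change of 2.41 (SE 0.342, adjusted p 0.000461). Cdk1 (ENSMUSG00000019942.12, chromosome 10, 69335146 to 69352938) rose from 1.15 ± 1.2 to 8.34 ± 1.61, a log2 change of 2.35 (adjusted p 0.00296). Pcp4 (ENSMUSG00000090223.1, chromosome 16, 96467606 to 96525793, overlapping Igsf5) rose from 1.34 ± 1.56 to 6.39 ± 3.29, a log2 change of 2.18 (adjusted p 0.0245), and lost its call in 9 of 22 alternatives. Rrm2 (ENSMUSG00000020649.11, chromosome 12, 24708241 to 24714146) rose from 1.65 ± 0.914 to 9.63 ± 7.09, a log2 change of 2.17 (adjusted p 0.00406). Sytl4 (ENSMUSG00000031255.14, chromosome X, 133936385 to 133981812), a leading gene of cluster 9 as is Isl1, rose from 0.0349 ± 0.0671 to 3.79 ± 3.18, a log2 change of 2.05 (adjusted p 0.00225).

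Gal fell in neurons from 26.2 ± 12.1 (n = 4) to 0.589 ± 0.833 (n = 2), a log2 change of -4.42 (SE 0.417, adjusted p 8.05e-07). Cck (ENSMUSG00000032532.6, chromosome 9, 121489824 to 121495694) fell from 23.8 ± 17.7 to 2.65 ± 3.13, a log2 change of -3.23 (adjusted p 0.00805). Ret fell from 4.88 ± 0.322 to 0.107 ± 0.074, a log2 change of -2.39 (adjusted p 0.000118). Etv1 (ENSMUSG00000004151.16, chromosome 12, 38779380 to 38870484) fell from 5.29 ± 1.68 to 0.068 ± 0.0348, a log2 change of -2.32 (adjusted p 0.00388), and was above 1 transcript in 33 of 61 RetCFP/+ and 1 of 48 RetCFP/CFP neurons. Lrrfip1 (ENSMUSG00000026305.15, chromosome 1, 90998737 to 91128944) fell from 4.71 ± 0.952 to 0.856 ± 0.762, a log2 change of -1.68 (adjusted p 0.018). Gal and Ret stayed called in every alternative run at E12.5, over all cells and in both classes.

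The series title names progenitor proliferation and fate, and gene lists addressed these in progenitor/glia cells. The S phase list (36 genes tested) had a median log2 change of -0.03 (camera adjusted p 0.0553), and the G2/M list (43 genes) a median of -0.02 with a mean of 0.01 (camera adjusted p 0.321). Neither list held a called gene, over all genes or adjusted over the list alone. The S phase call changed most often of all lists, past the camera threshold in 10 of 24 alternatives, with medians from -0.23 to 0.11. The members with the highest means, Rrm2 (-0.01) and Pcna (0.02) for S phase and Cks1b (-0.03) and Ube2c (0.13) for G2/M, hardly moved. Enteric neuron subtype A genes (4 tested) had a median of -0.87 (camera adjusted p 1.08e-18), with Gal and Ass1 called over all genes and 3 genes (Ass1, Etv1 and Gal) adjusted over the list alone. The progenitor/glial list (7 genes) had a median of 0.08 and a mean of 0.35 (camera adjusted p 0.000712). It held 1 called gene, Cryab (log2 change 0.84, adjusted p 0.0112), and 3 adjusted over the list alone, all higher and among them Cryab and Fabp7 (1.05), while Ednrb was at -0.08. With the batch as a replicate block its camera call was lost (adjusted p 0.0773) and the S phase list was called (adjusted p 0.0098). The Hirschsprung-associated list (7 genes) had a median of -0.19 (camera adjusted p 0.00717), with 0 genes called and 1, Rarb, lower when adjusted over the list alone, and Gfra1 at -0.20. The neuronal list (9 genes) had a median of 0.33 (camera adjusted p 0.0831) and no called gene on either count, with Elavl4 at -0.68 and Gap43 at 0.61. Of the camera calls in these cells, only subtype A held under fry (adjusted p 0.000275, and 0.0594 with the batch as a replicate block).

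In neurons the G2/M list moved up as a whole: all 35 tested genes were higher, with a median log2 change of 0.95 (camera adjusted p 6.65e-47). Of these, 6 were called over all genes (Cdk1, Ube2c, Birc5, Top2a, Nusap1 and Cks2) and 25 adjusted over the list alone. Cks1b (0.59) and Tubb4b (0.55) had the highest means of the list. The S phase list had a median of 0.56 with 18 of 20 genes higher (camera adjusted p 1.46e-12), 2 called over all genes (Rrm2 and Exo1) and 7 adjusted over the list alone, and Nasp at 0.19. Subtype A (5 genes) had a median of -1.63 (camera adjusted p 3.34e-12), with Gal and Etv1 called, 3 genes adjusted over the list alone and Dbh at 0.02. Subtype B (5 genes) had a median of 0.58 (camera adjusted p 0.0159), with no called gene on either count (Slc18a3 0.94, Bnc2 0.68), and its median was -0.27 without E12.5 RetCFP/CFP female replicate 2. The Hirschsprung-associated list (7 genes) had a median of -0.55 (camera adjusted p 0.000139), with 0 genes called and 1, Gfra1, adjusted over the list alone. The neuronal list (14 genes, median 0.28, camera adjusted p 0.346, Tubb3 -0.51, Elavl4 -0.64) and the progenitor/glial list (3 genes, median -0.38, camera adjusted p 0.191, Ednrb -0.64, Fabp7 0.33) passed no threshold and held no called gene. Under fry the calls of G2/M (adjusted p 0.0052), S phase (0.0369) and subtype A (0.00741) held, and those of subtype B (0.388) and the Hirschsprung-associated list (0.17) were lost. These fry calls depended on processing. That of S phase held in only 7 of 22 alternatives (adjusted p up to 0.381), that of G2/M in 19 of 22 and that of subtype A in 20 of 23. With the batch as a replicate block all 3 were lost (adjusted p 0.381, 0.0676 and 0.072). The G2/M call was also lost with 1 pool per sex (0.19) and with the second class column of the cell table (0.308, median 0.36).

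The share of progenitor/glia cells with Mki67 or Top2a above 0 was 81.4% ± 7.6 in E12.5 RetCFP/CFP and 78.7% ± 6.15 in E12.5 RetCFP/+ embryos (SD, n = 4 each), a difference of 2.61 points (exact permutation p 0.514). Within batches the difference was 1.62 points in HD01 and 3.59 points in HD02. A value above 0 includes values far below 1 transcript and was also found in 45.9% of 61 E12.5 RetCFP/+ neurons, at a median of 5646 detected genes against 5232.5 in the progenitor/glia cells, so this share is a poor measure of proliferation. Above 1 transcript the shares were 62.2% ± 9.38 and 60.4% ± 9.59 (exact permutation p 0.6), where RetCFP/+ neurons had 21.3%. Above 10 they were 11.9% ± 9.83 and 16.8% ± 13.8 (exact permutation p 0.6), where 0 of the 61 neurons were counted. At none of the thresholds was a difference detectable, and its sign changed with the threshold, so these embryos leave the direction open.

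Neurons made up 21.5% ± 11.2 of E12.5 RetCFP/CFP cells and 17.6% ± 1.55 of E12.5 RetCFP/+ cells (SD, n = 4 each), a difference of 3.91 points that was smaller than the spread between RetCFP/CFP embryos (exact permutation p 0.629). It was 6.54 points within HD01 and 1.28 points within HD02. At E14.5 the RetCFP/CFP pool had 62.1% neurons (18 of 29 cells, Clopper-Pearson 95% interval 42.3 to 79.3) and the RetCFP/+ embryos 35.1% ± 15.5 (n = 4). The difference of 27 points gave an exact permutation p of 0.4, where 0.2 is the smallest possible. Counting library pools as samples gave 27.1 points with an exact permutation p of 0.0119, or 0.037 within library pools as a replicate block, but those pools share embryos and are not independent. In RetCFP/+ embryos the share rose by 17.5 points from E12.5 to E14.5 (exact permutation p 0.143, n = 4 each). E14.5 RetCFP/+ female replicate 2 had 13% neurons where the other 3 had 35.7% to 46.5%, and without it the rise was 24.9 points (exact permutation p 0.0286).

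The 9 clusters were compared between genotypes at E12.5. Each cluster has between 1 and 5 called genes among its 10 leading genes, so these shares are not independent of the gene changes. Cluster 7, in which 97.9% of cells are predicted neurons, held 6.34% ± 1.08 of RetCFP/+ cells, between 5.32% and 7.87% in the 4 embryos, and 0 of 298 RetCFP/CFP cells. For the RetCFP/CFP embryos, Clopper-Pearson 95% intervals reach up to 4.3% and 4.1% in females and 4% and 10% in males. At E14.5, 1 of the 29 cells of the RetCFP/CFP pool was in cluster 7. The RetCFP/+ embryos of that age held 11.9% and 0.0% in females and 12.8% and 5.7% in males. With 0 of 77 cells in that female (interval up to 4.7%), finding no such cells was not limited to RetCFP/CFP embryos. Only 10 of those 77 cells were neurons, however, so this count cannot tell a lack of cluster 7 from a low number of neurons. The exact permutation p of the E12.5 difference was 0.0286, the smallest possible, and 0.0556 within batches as a replicate block, again the smallest possible. Adjusted over the 9 clusters it was 0.257. A lone cluster at the smallest possible p could not pass that adjustment, so the adjusted value cannot decide. The difference was -6.98 points in HD01 and -5.71 points in HD02. Cluster 1 held 21.8% ± 16.5 of RetCFP/CFP and 3.73% ± 4.4 of RetCFP/+ cells (exact permutation p 0.0857, adjusted 0.257, n = 4 each). The difference was 8.49 points in HD01 and 27.6 points in HD02. Cluster 8 held 9.31% ± 4.7 against 2.56% ± 1.71 (exact permutation p 0.0857, adjusted 0.257, n = 4 each), a difference of 5.34 points in HD01 and 8.16 points in HD02. At E14.5 cluster 8 held 37.9% of the RetCFP/CFP pool (11 of 29 cells, interval 20.7 to 57.7) and 3.9% to 9.3% of the RetCFP/+ embryos. The left-out RetCFP/CFP plates had 1 of 6, 0 of 2 and 0 of 4 cells in cluster 8. Cluster 1 held 0 cells at E14.5 in either genotype. Without E12.5 RetCFP/CFP female replicate 1 the cluster 1 difference reached an exact permutation p of 0.0286, and so did that of cluster 8 without E12.5 RetCFP/CFP male replicate 1. Cluster 9 held 9.05% ± 16.2 against 0.305% ± 0.61 (exact permutation p 0.429, n = 4 each), and its RetCFP/CFP share rested on E12.5 RetCFP/CFP female replicate 1 with 33.3% (16.1 points in HD01, 1.43 points in HD02). The differences for clusters 2 to 6 were -0.755, -4.08, -6.38, -9.98 and -6.0 points, with exact permutation p-values from 0.143 to 0.886. Clusters 2 (5.16 points in HD01, -6.67 in HD02) and 3 (0.916, -9.09) differed in sign between batches, and clusters 4 (-12.5, -0.245), 5 (-12.1, -7.82) and 6 (-4.33, -7.68) did not.

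**Figure D2:**
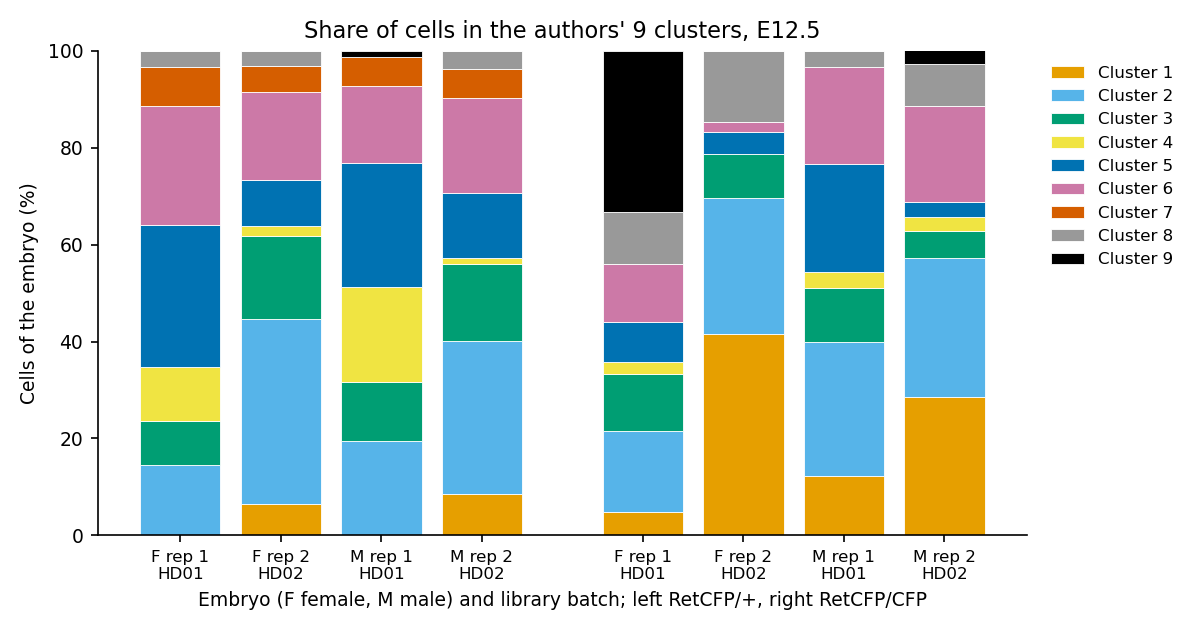
Percent of an embryo's cells in each of the authors' 9 clusters (vertical axis) for the 8 E12.5 embryos, RetCFP/+ at left and RetCFP/CFP at right, with sex, replicate and library batch under each bar. Cluster 7 is present in all 4 RetCFP/+ embryos and in none of the 4 RetCFP/CFP embryos, and cluster 9 takes 33.3% of E12.5 RetCFP/CFP female replicate 1.

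At E14.5 the genotype comparison had 1 RetCFP/CFP pool of 29 cells against 4 RetCFP/+ embryos, and 5 of 4586 genes were called, 3 higher and 2 lower. The median change of all genes was -0.163, so single changes are best read against it. The count depended heavily on processing. Pooling the cells of each sex, an alternative chosen after seeing the data, raised it to 848 and no filter on low genes to 754, while averaging logs of cells brought it to 0 in limma, with 90 genes at an unadjusted p under 0.05. Scaling each cell to the same total gave 473 genes, 34% of them higher against 60% of the 5, of which 3 were among the 5. With the library pools as samples and as a replicate block 355 genes were called, 3 of them among the 5. In that fit Ret was called (-0.98, adjusted p 0.0106), and Cyba (0.85, adjusted p 0.169) was not. Gal fell from 16.2 ± 3.52 (n = 4) to 0.395, a log2 change of -3.61 (SE 0.396, adjusted p 3.05e-06). Ass1 (ENSMUSG00000076441.9, chromosome 2, 31470207 to 31520672) fell from 5.38 ± 1.38 to 0.557, a log2 change of -1.89 (adjusted p 0.0168). Gm10800 (ENSMUSG00000075014.1, chromosome 2, 98666547 to 98667301) was at 4.21 against 0.58 ± 0.462, a log2 change of 1.69 (adjusted p 0.00871), with 70.6% of its transcripts in the pool in 1 cell. Cyba (ENSMUSG00000006519.10, chromosome 8, 122424776 to 122432930, overlapping Gm20388) was at 2.9 against 0.397 ± 0.0539, a log2 change of 1.49 (adjusted p 0.00871), with 38.1% in 1 cell. Of the 27 genes called at E12.5, 23 had the same direction at E14.5 and 2 were called there.

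Age was compared in RetCFP/+ embryos within each class, with batch and PCR cycle number changing along with it. In progenitor/glia cells 1852 of 4515 genes were called, 6 higher and 1846 lower at E14.5, against a median change of all genes of -0.449. Scaling each cell to the same total brought that median to -0.023 and gave 229 higher and 294 lower genes, and quantile normalization gave 278 higher and 292 lower. Of the scaled calls, 300 were among the 1852. Leaving out E12.5 RetCFP/+ female replicate 1 gave 2827 genes, and leaving out E12.5 female replicate 2 or male replicate 2 gave 521 or 590. Leaving out E14.5 RetCFP/+ female replicate 1 or 2 gave 1207 or 909, and male replicate 1 or 2 gave 1136 or 836. In neurons 551 of 4771 genes were called, 5 higher and 546 lower, against a median of -0.403. Scaling each cell gave 48 higher and 59 lower genes, and quantile normalization 31 higher and 53 lower. Leaving out E12.5 RetCFP/+ female replicate 1 gave 1173 genes and leaving out E14.5 RetCFP/+ male replicate 2 gave 82. Of the 8 embryos, only E12.5 RetCFP/+ male replicate 1 could be left out with a count, 635, within 1.5 times of 551.

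In progenitor/glia cells Hnrnpab (ENSMUSG00000020358.17, chromosome 11, 51600100 to 51606847, overlapping Phykpl) fell from 8.76 ± 3.25 to 1.51 ± 0.223 (n = 4 each), a log2 change of -1.91 (SE 0.258, adjusted p 7.45e-05). Hnrnpa2b1 (ENSMUSG00000004980.16, chromosome 6, 51460932 to 51469894) fell from 52.3 ± 24.5 to between 11.9 and 13 in the 4 E14.5 embryos, a log2 change of -1.85 (adjusted p 0.000591). Cotl1 (ENSMUSG00000031827.12, chromosome 8, 119809222 to 119840544) fell from 4.88 ± 2.53 to 0.67 ± 0.289 (-1.73), 1110059E24Rik (ENSMUSG00000035171.9, chromosome 19, 21581202 to 21652976) from 9.7 ± 7.13 to 1.66 ± 0.274 (-1.72) and Ctnnb1 (ENSMUSG00000006932.16, chromosome 9, 120929216 to 120960507, overlapping Ulk4, Mir7090 and 4930593C16Rik) from 9.22 ± 3.38 to 2.05 ± 0.427 (-1.69), with adjusted p-values of 0.000463, 0.0114 and 0.000599. Ret fell from 3.58 ± 0.449 to 0.955 ± 0.132, a log2 change of -1.22 (adjusted p 7.45e-05). The higher genes were small in change or rested on few cells. AL626808.1 (ENSMUSG00000106221.1, chromosome 4, 149817764 to 149817823, overlapping the rRNA gene n-R5s193) was listed at 0 in every E12.5 embryo and at 1.36 ± 0.633 at E14.5, with 5 of 204 cells above 1 transcript (log2 change 1.2, adjusted p 0.000137). Ass1 rose from 1.9 ± 0.919 to 3.13 ± 0.36, a log2 change of 0.56 (adjusted p 0.035). H19 (ENSMUSG00000000031.15, chromosome 7, 142575529 to 142578143, overlapping Mir675, Gm27483 and Gm27786) rose from 0.285 ± 0.214 to 0.872 ± 0.268 (0.55), Chodl (ENSMUSG00000022860.14, chromosome 16, 78930948 to 78951733) from 0.344 ± 0.27 to 0.953 ± 0.46 (0.53) and Htr3a (ENSMUSG00000032269.7, chromosome 9, 48899213 to 48911099, overlapping Gm32335) from 0.0772 ± 0.0741 to 0.524 ± 0.162 (0.50), with adjusted p-values of 0.0235, 0.0348 and 0.0465. Over the alternatives run, Htr3a lost its call in 12 of 19, Ass1 in 10 of 21 and Chodl in 9 of 21. H19 lost it in 6 of 19 and AL626808.1 in 1 of 18.

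In neurons Dbh (ENSMUSG00000000889.8, chromosome 2, 27165233 to 27183200) fell from 11.7 ± 6.65 to 1.15 ± 0.302 (n = 4 each), a log2 change of -2.39 (SE 0.34, adjusted p 0.000713). Hnrnpab fell from 7.88 ± 3.35 to 1.08 ± 0.271 (-2.03, adjusted p 0.000466) and Cck from 23.8 ± 17.7 to 5.7 ± 3.78 (-1.95, adjusted p 0.0149). Nefm (ENSMUSG00000022054.11, chromosome 14, 68082590 to 68124846, overlapping Gm19216) fell from 6.4 ± 3.13 to 0.816 ± 0.568 (-1.98) and Nefl (ENSMUSG00000022055.7, chromosome 14, 68083863 to 68089095) from 10.6 ± 4.39 to 2.01 ± 0.969 (-1.93), both with an adjusted p of 0.00089. The annotated intervals of Nefm and Nefl overlap on opposite strands. Ret fell from 4.88 ± 0.322 to 1.73 ± 0.325, a log2 change of -1.11 (adjusted p 0.00936). Ass1 rose from 4.03 ± 2.16 to 10.0 ± 2.6, a log2 change of 1.2 (adjusted p 0.018). Dhrs3 rose from 0.17 ± 0.172 to 1.1 ± 0.327 (0.84, adjusted p 0.0181), Mfap2 (ENSMUSG00000060572.17, chromosome 4, 141010418 to 141015984) from 3.86 ± 1.21 to 7.27 ± 1.28 (0.80, adjusted p 0.0495) and Fxyd7 (ENSMUSG00000036578.7, chromosome 7, 31042513 to 31051467) from 0.914 ± 0.331 to 2.21 ± 0.497 (0.75, adjusted p 0.047). Mir6920 (ENSMUSG00000105908.1, chromosome 11, 53409197 to 53409267, inside Aff4) was listed at 0 in every E12.5 embryo and at 1.04 ± 0.783 at E14.5, with 4 neurons above 1 transcript (log2 change 0.93, adjusted p 0.0311). Among these higher genes, Mir6920 lost its call in 13 of 20 alternatives, Fxyd7 in 13 of 22 and Mfap2 in 12 of 22. Dhrs3 lost it in 7 of 19 and Ass1 in 7 of 23.

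Females and males were compared over all 13 pools. Of 4586 genes, 3 were called, 2 higher and 1 lower in females. Requiring a pool mean of at least 10 moved the count most, to 0 in limma (0 of 395 genes at an unadjusted p under 0.05), and scaling each cell to the same total gave 1 higher and 1 lower. Xist (ENSMUSG00000086503.3, chromosome X, 103460366 to 103483254, overlapping Tsix, Gm26992, Gm27733 and Gm27520) was at 1.97 ± 0.492 in 7 female pools and 0.00174 ± 0.00372 in 6 male pools, a log2 difference of 1.57 (SE 0.132, adjusted p 2.2e-08). Gm27927 (ENSMUSG00000098743.1, chromosome X, 103469671 to 103469796) lies inside Xist on the same strand and was at 0.71 ± 0.283 in female and 0 in every male pool, a log2 difference of 0.77 (adjusted p 0.00354). Eif2s3y (ENSMUSG00000069049.11, chromosome Y, 1010543 to 1028847) was at 0.000903 ± 0.00138 in female and 1.76 ± 0.859 in male pools, a log2 difference of -1.41 (adjusted p 2.33e-06). The lowest female pool had 1.28 Xist transcripts and the highest male pool 0.00931. Ddx3y, Kdm5d and Uty were at 0.585 ± 0.314, 0.359 ± 0.138 and 0.567 ± 0.294 in male pools and at or below 0.000983 in each female pool. No pool went against its sex label.

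**Figure D3:**
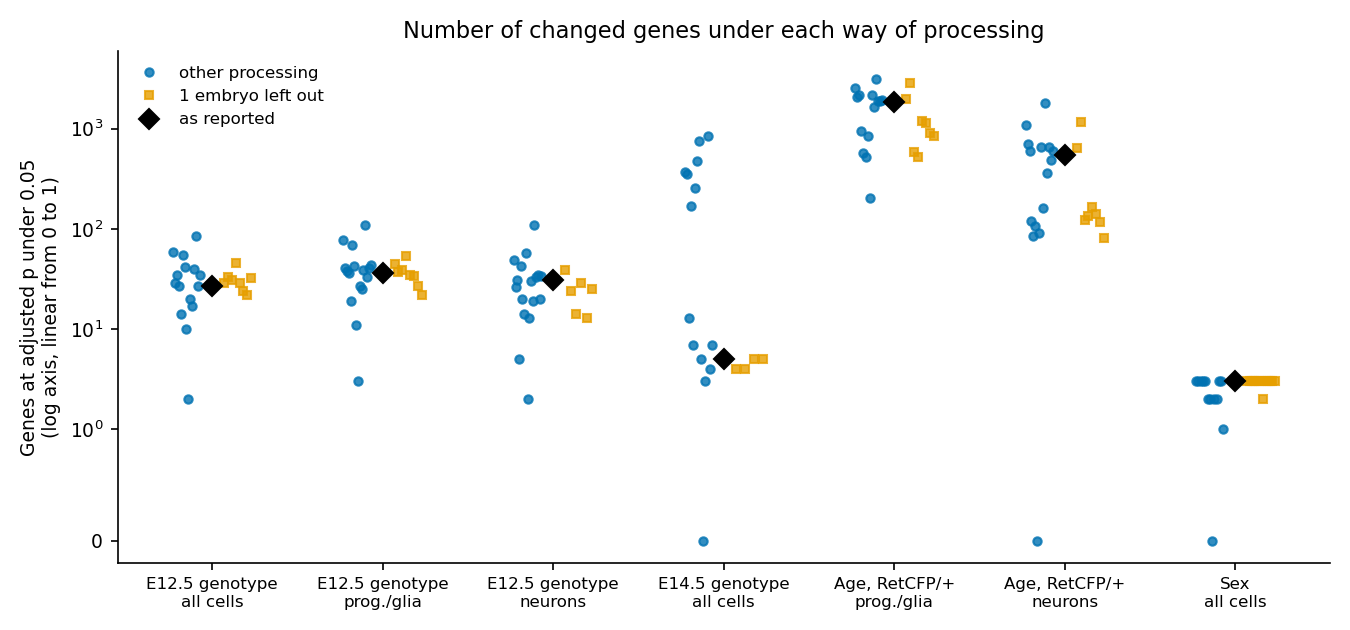
Number of genes at an adjusted p under 0.05 (vertical axis, logarithmic from 1 upward and linear from 0 to 1) in the 7 comparisons (horizontal axis), with diamonds for the values reported, circles for other processing and squares for the omission of 1 embryo. The E14.5 genotype comparison spans 0 to 848 genes and the age comparison of progenitor/glia cells 204 to 3102.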

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

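The tests of a genotype effect shared by the RetCFP/CFP embryos, of the cluster 2 share, of cluster 9 against all other cells, of the transcript totals of pools with a low gene, and of single cells behind AC157822.2 and behind Gm10800 were chosen only after their results were seen. A pool was singled out when its gap to the nearest of the 4 pools of its group exceeded Dixon's 95% critical value as a share of the group's range. This happened in 16 groups, or 13.4% of the groups considered here. For independent, normally distributed values chance gives about 1 in 20. Some of the groups hold repeated values of 0 and some share cells, so these rates cannot show an excess over chance.

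E12.5 RetCFP/CFP female replicate 1 had 33.3% of its 84 cells in cluster 9, and the next embryo 2.86%. Of the 30 cells of cluster 9, 28 were in this embryo. The other 3 RetCFP/CFP embryos had 1 such cell among 214, which argues against an effect of genotype shared by the 4 embryos. The RetCFP/+ embryo on the same library plates had 0 among 89 cells, which argues against an effect of the library plates. A candidate explanation is cells of sympathetic or chromaffin type from tissue beside the gut. In line with it, 70% of the detected genes of that list (7 of 10) had a higher mean in cluster 9 than in the embryo's other cells, with Eya1 at 6.92 against 1.57 and Gch1 at 3.85 against 0.935. Of the Hox 6 to 10 genes 86.7% (13 of 15) were higher, and of the Hox 2 to 5 genes 50.0% (6 of 12). Chgb and Slc18a2 were not higher than there (2.8 against 3.09 and 2.18 against 2.45). The embryo's other cells share part of the pattern, with Slc18a1 at 1.66 and Hoxa9 at 0.242 against 0.125 and 0.0142 in all cells outside cluster 9. Against all those cells, 9 of the 10 genes were higher in cluster 9 (Chgb 2.8 against 0.762, Slc18a2 2.18 against 1.14), as were 13 of the 15 Hox 6 to 10 genes, and 11 of the 12 Hox 2 to 5 genes were lower (Hoxd3 0.113 against 4.08). Enteric cells that took on such a program cannot be told apart from cells of another tissue, because no cells from outside the gut were analysed here.

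The same embryo had 16.7% of its cells in cluster 2, and the other 3 had 27.8% to 28.6%. Outside cluster 9 the shares were 25% against 27.8% to 29.4%. The gap was then 0.63 of the range, below the critical value, so the low share may follow from the cells taken by cluster 9. Among E12.5 RetCFP/+ embryos, male replicate 1 had 1.22% of its 82 cells in cluster 9 where the other 3 had 0, which is 1 cell. It also had 0.0% in cluster 8, where the other 3 had 3.19% to 3.66%. A count of 0 in 82 cells allows a share of up to 4.4% (Clopper-Pearson 95% interval), and 0 of 82 against 9 of 265 cells gave a two-sided Fisher's exact p of 0.123, so counting of few cells may account for it. No biological explanation was tested for these shares.

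In 10 cases a gene was high in 1 pool of 4. Over all cells these were Myl9 at 0.84 in E12.5 RetCFP/+ male replicate 2, Csn3 at 0.0673 in E12.5 RetCFP/CFP male replicate 1, Gm10800 at 1.27 in E14.5 RetCFP/+ female replicate 1 and Ret at 1.35 in E14.5 RetCFP/+ male replicate 2. In progenitor/glia cells they were Myl9 at 1.03 and Csn3 at 0.0748 in the same embryos as over all cells. In neurons they were Cdk1 at 2.94 in E12.5 RetCFP/+ male replicate 1 (13 neurons), Sytl4 at 0.135 in E12.5 RetCFP/+ male replicate 2 (16 neurons), and Cck at 50.1 and Ret at 5.36 in E12.5 RetCFP/+ female replicate 2 (16 neurons). Without the highest cell of every pool, 4 of the 10 were still beyond the critical value (Cdk1, Sytl4, Cck and Gm10800). Single cells with very high values may therefore explain the other 6, and for the 4 they cannot be told apart from differences between embryos, because more than 1 cell may carry the gene. No biological explanation was tested.

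In 2 cases a gene was low in 1 pool of 4: 1110059E24Rik at 1.25 in progenitor/glia cells of E14.5 RetCFP/+ male replicate 1 (the others 1.76 to 1.83), and Mfap2 at 2.05 in neurons of E12.5 RetCFP/+ male replicate 1 (the others 4.33 to 4.69). Lower transcript totals per cell in that pool were tested as a cause. As a percent of the other 3 pools, 0 of the 2 pools had a mean total as low as the gene, which was at 69.6% for 1110059E24Rik and 46.1% for Mfap2. The pools with the nearest totals had 1110059E24Rik at 1.83 (total 12001 against 11950) and Mfap2 at 4.69 (16827 against 16809). This argues against lower totals as the whole cause. With each cell scaled to the same total neither gene was beyond the critical value, but each stayed lowest in its pool (1.8 against 2.34 to 2.56, and 1.97 against 3.17 to 4.63). No biological explanation was tested.

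The effect of genotype on AC157822.2 at E12.5 differed between the sexes by a log2 of -2.93 over all cells (females minus males, limma adjusted p 1.41e-06) and by -3.12 in progenitor/glia cells (adjusted p 4.74e-07). With batch as a term the gene lost its call in both sets. Only 2 cells had more than 1 transcript of the gene, the higher with 1930, so single cells with very high values may explain it.

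The effect of genotype differed between the ages (E12.5 minus E14.5) for Myl9 by 2.23 (adjusted p 0.0376) and for Gm10800 by -1.79 (adjusted p 0.0376). Without the highest cell of every pool, and without a sex term, the E14.5 change of Gm10800 went from 1.76 to 0.77, which is consistent with single cells with very high values. The E12.5 change of Myl9 went from 1.71 to 1.68, which argues against such cells there. For Myl9, age stays an open explanation, and it cannot be told apart from the library batch, which changes with age.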

How the results depend on the processing

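One pool per sex, pools of at least 5 cells, wells of 2 cells left out, the second class column, protein-coding genes alone and cluster 9 left out of a single class were chosen after seeing the data. Single genes gave 1305 values for 61 results, of which 1099 kept direction and side of the threshold, 198 lost their call, 8 gained it (Ret at E14.5) and 0 reversed. No filter on low genes took most calls (42), then averaging logs (22) and a pseudocount of 10 (15). Gal and Ret at E12.5 kept their call in every alternative run, over all cells and in both classes. Of the gene counts 95 stayed within 1.5 times and 70 moved further, of 297 gene list values 269 kept their call, and of the shares 6 gained a call, 1 lost it and all others kept theirs. For the changes below the cause was not tested, except that a pool mean of at least 10 leaves few genes to test and that thinning, omission and 1 pool per sex change the number of cells or pools.

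Gene counts are given with their multiple of the reported count in parentheses, or as that multiple alone. At E12.5 over all cells 27 genes became 14 with a pseudocount of 10 (0.519), 55 with quantile normalization (2.04), 42 with each cell scaled to one total (1.56), 10 with no filter (0.37), 2 with a pool mean of at least 10 (0.0741), 17 with thinned cells (0.63) and 84 with one pool per sex (3.11). In progenitor/glia cells 36 became 19 with a pseudocount of 10 (0.528), 69 with quantile normalization (1.92), 11 with no filter (0.306), 3 with a pool mean of at least 10 (0.0833) and 21 with a 2-fold minimum (0.583), and the count was 3.03 times as large with one pool per sex. In neurons 31 became 5 with a pseudocount of 0.1 (0.161), 20 with quantile normalization (0.645), 14 with scaled cells (0.452), 58 with no filter (1.87), 2 with a pool mean of at least 10 (0.0645), 13 with averaged logs (0.419), 19 without cluster 9 (0.613) and 20 with the second class column (0.645), and the count was 3.52 times as large with one pool per sex.

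At E14.5, 5 genes became 367 with pools by sex and batch (73.4), 13 with no sex term (2.6), 170 with a pseudocount of 0.1 (34), 258 with quantile normalization (51.6), 473 with scaled cells (94.6), 754 with no filter (150.8), 3 with thinned cells (0.6) and 848 with one pool per sex (169.6). With averaged logs limma called 0, with 90 genes at an unadjusted p under 0.05. The age count in progenitor/glia cells, 1852, became 958 with a pseudocount of 10 (0.517), 570 with quantile normalization (0.308), 523 with scaled cells (0.282), 846 with no filter (0.457), 204 with a pool mean of at least 10 (0.11) and 3102 with one pool per sex (1.67). In neurons 551 became 1090 with pools by sex and batch (1.98), 120 with a pseudocount of 10 (0.218), 84 with quantile normalization (0.152), 91 with a pool mean of at least 10 (0.165), 1787 with one pool per sex (3.24) and 360 with at least 5 cells per pool (0.653). There the count was 0.194 times as large with scaled cells and 0.296 times with thinned cells. With no filter limma called 0 there, with 2875 genes at an unadjusted p under 0.05. The sex count, 3, became 1 with protein-coding genes alone (0.333) and 0 in limma with a pool mean of at least 10, with 0 of 395 genes at an unadjusted p under 0.05.

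The batch as a replicate block gave 59 genes at E12.5 over all cells (2.19), 77 in progenitor/glia cells (2.14), 49 in neurons (1.58) and 355 at E14.5 (71). In the replicate block Isl1 over all cells (1.5, adjusted p 0.0506) and Cyba (0.85, adjusted p 0.169) lost their call and Ret at E14.5 gained it (-0.98, adjusted p 0.0106). The progenitor/glial list of progenitor/glia cells lost its call (0.08, adjusted p 0.0773) and their S phase list gained it (-0.03, adjusted p 0.0098). The E14.5 difference in neuron share was 27.1 points (exact permutation p 0.037) and that of cluster 7 was -6.34 points (exact permutation p 0.0556, the smallest possible). Under fry the block took the calls of subtype A in progenitor/glia cells (adjusted p 0.0594) and of G2/M (0.0676), S phase (0.381) and subtype A (0.072) in neurons. It changed no other reported call of a gene list or share. Of the genes that the naming rule selects, 3 lost their call in the block, Isl1 and Cyba among them.

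Among gene lists in progenitor/glia cells, the Hirschsprung-associated list lost its camera call with no filter (median 0, adjusted p 0.907), and the progenitor/glial list with scaled cells (-0.02, adjusted p 0.0953) and no filter (0.03, adjusted p 0.058). The neuronal list gained it with thinned cells (0.48, adjusted p 7.08e-05). The S phase list gained it with a pseudocount of 10 (-0.01, adjusted p 0.0434), quantile normalization (-0.07, adjusted p 0.0077), thinned cells (-0.12, adjusted p 0.00251), one pool per sex (-0.11, adjusted p 0.00371) and without cluster 9 (-0.07, adjusted p 0.00555). In neurons the progenitor/glial list gained it with averaged logs (-0.21, adjusted p 0.0437) and the second class column (-0.91, adjusted p 0.000216). Subtype B lost it with scaled cells (0.26, adjusted p 0.0798) and thinned cells (0.34, adjusted p 0.0514). With pools by sex and batch the neuron share difference passed the threshold at E14.5 (27.1 points, exact permutation p 0.0119) and between ages (18 points, exact permutation p 0.00952), but the E14.5 pools share embryos.

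With each embryo left out in turn, counts ran from 22 to 46 at E12.5 over all cells (0.815 to 1.7, 46 without E12.5 RetCFP/CFP female replicate 1), 22 to 53 in progenitor/glia cells (0.611 to 1.47, 22 without RetCFP/CFP female replicate 2) and 13 to 39 in neurons (0.419 to 1.26, 13 without RetCFP/+ female replicate 2, 14 without RetCFP/CFP female replicate 1). For age they ran from 521 to 2827 in progenitor/glia cells (0.281 to 1.53) and 82 to 1173 in neurons (0.149 to 2.13), highest without E12.5 RetCFP/+ female replicate 1 in both. List medians in progenitor/glia cells ran from -0.13 to 0.1 for G2/M, 0.04 to 0.52 for neuronal and -0.23 to 0.11 for S phase. In neurons they ran from -0.18 to 0.68 for neuronal, -0.67 to 0.41 for progenitor/glial, 0.35 to 0.83 for S phase and -0.27 to 1.18 for subtype B. Share differences ran from 13.7 to 24.9 points for neurons between ages, 11.5 to 23.7 for cluster 1 and 4.98 to 8.74 for cluster 8.

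At E12.5, pools by sex and batch are the embryo pools, so without the block they repeat the fit to E12.5 pools alone and have no separate value. The block was not run for the age comparisons, since no batch holds both ages. The sex comparison has no value without a sex term. Count models were not run, since the values are not counts. A stricter filter left too few genes for most gene lists and named genes. The lone E14.5 RetCFP/CFP pool could not be left out of its own comparison. The smallest pools limit what can be seen, with 29 cells in that pool and 10 neurons in the smallest neuron pool.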

Other observations

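The tests of detected genes by batch, of CFP allele number, of batch and PCR cycle number in the age comparison, and of cluster 9 and the class columns in the cell cycle result were chosen only after their results were seen. The 3 E14.5 RetCFP/CFP plates with fewer than 10 cells entered no comparison. They held 6 and 2 female cells and 4 male cells, with 3, 2 and 2 neurons. Mean Gal in them was 5.9, 0 and 0, and mean Ret 0.523, 0 and 0.0856. The plate of 6 cells, with Gal above 0 in 2 of them, thus goes against the low Gal (0.395) of the E14.5 RetCFP/CFP pool. Its Ret was also above that of the pool (0.0414). With so few cells these plates cannot decide the level of either gene.

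No E12.5 RetCFP/CFP cell was in cluster 7. Fewer genes detected per neuron were tested as a cause. RetCFP/CFP neurons had a median of 5283 genes against 5646 over both batches, but 4730 against 4628 in HD01 (ratio 1.02) and 6457.5 against 6158.5 in HD02 (ratio 1.05). Cluster 7 held 0 of 24 HD02 neurons of RetCFP/CFP and 9 of 32 of RetCFP/+ (Fisher's exact p 0.00698 over cells), so the number of detected genes is argued against. With the 45 called genes left out and 3705 genes used, neurons were placed with the nearest of the means of clusters 6, 7 and 8. Of the RetCFP/+ neurons, 17 of 21 in cluster 7 were placed back and 3 of 40 outside it (7.5%) also came nearest to cluster 7. Of the RetCFP/CFP neurons 10 of 64 did (15.6%, Fisher's exact p 0.361 against those 40), and 6 of the 10 were of cluster 9, which had no mean to be placed with. This count therefore does not show a resemblance to cluster 7. Loss of the cells and loss of the changed genes in cells otherwise like cluster 7 cannot be told apart, because too few neurons were placed beyond that background.

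Ret was not at 0 in RetCFP/CFP cells. In batch HD02 its mean was 3.82% of that in RetCFP/+ cells, and Eif2s3y in females was at 0.101% of its mean in males. Transcripts carried over between wells of a library plate would affect both genes alike, so this argues against them as the whole source. Transcription from the targeted allele was not tested.

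CFP was no higher with 2 CFP alleles: its log2 change at E12.5 was -0.31 (95% interval -0.88 to 0.26, and -0.64 to 0.02 with the batch as a replicate block), where a level that follows the number of CFP alleles predicts 1. Lower activity of the locus in RetCFP/CFP cells is an untested explanation.

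E12.5 cells of HD02 had a median of 6451 detected genes and those of HD01 4550, a ratio of 1.42. Among cells between the quartiles of aligned reads the ratio was 1.37, which argues against more reads per cell as the cause. Wells marked as holding 2 cells had a median of 3829 genes against 3165 in the other wells of the embryo, a ratio of 1.21, in line with 2 cells per well.

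Most called genes were lower at E14.5 in the comparison of ages. With each cell scaled to the same total, 43.8% of the called genes of progenitor/glia cells were higher at E14.5, so lower transcript totals per cell in the deposited values may explain much of the direction. The number of batches that hold both ages is 0, so age cannot be told apart from library batch or PCR cycle number.

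Cell cycle genes were higher in E12.5 RetCFP/CFP neurons. Without cells of cluster 9 the median log2 change of the G2/M list was 0.86 against 0.95 with them, which argues against cluster 9 as the whole cause. By the second class column it was 0.36 (fry adjusted p 0.308, the highest over the alternatives, where the lowest was 0.00148). The class columns disagreed for 9 of 64 RetCFP/CFP neurons (14.1%) and 7 of 61 RetCFP/+ neurons (11.5%). Cycling progenitors counted as neurons may therefore add to the result, and they cannot be told apart from cycling neurons, because the class rests on the same transcripts.

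Myl9, Anxa2, Tagln2, Cnn2 and Postn were higher in E12.5 RetCFP/CFP progenitor/glia cells. Outside cluster 1 their median log2 change was 1.26 against 1.3 in all progenitor/glia cells, which argues against cells of cluster 1 as the cause. RNA of gut mesenchyme might add to it: 78.9% of the detected mesenchyme genes (15 of 19) were higher in RetCFP/CFP, among them Col3a1 at 1.34 ± 0.762 against 0.201 ± 0.186 (n = 4 each, limma adjusted p 0.00746). The median log2 change of the list was 0.01, and Cald1, its most abundant gene, was at 3.31 against 2.26 (adjusted p 1.0). Such RNA cannot be told apart from a change within the cells, because only 2 of the 19 genes passed the filter.

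Other splits of the embryos were counted for each comparison of at least 3 pools per group, the real split included. For E12.5 genotypes over all cells, 3 of 35 splits gave as many genes: the real split, the split by library batch (3869) and a split that groups E12.5 RetCFP/+ male replicate 2 with 3 RetCFP/CFP embryos (27). In progenitor/glia cells it was 2 of 35, the other being the split by batch (3735). Among the 18 splits balanced over batches, only the real split gave as many in either set. With the batch as a replicate block it was 1 of 17 splits in each, and the next split gave 1 gene over all cells and 2 in progenitor/glia cells. Age gave 1 of 35 splits in progenitor/glia cells and 1 of 34 in neurons, and sex 6 of 100 drawn splits, where the largest other split gave 2629 genes.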
